A study of Mus musculus with 9 samples. Its data were reported in "Integrated Analysis of Hepatic miRNA and mRNA Expression Profiles in the Spontaneous Reversal Process of Liver Fibrosis" (2021).

How the data were processed

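Small RNA libraries were sequenced from the livers of 9 male C57BL/6 mice. Mice of the control group (n = 3) received saline for 8 weeks. Mice of the TAA group (n = 3) received thioacetamide (TAA), a compound that injures the liver and leads to fibrosis, for the same 8 weeks. Mice of the recovery group (n = 3) received the same course of TAA and were then left untreated for 8 further weeks. The samples were assigned to these groups by their labels, and each sample was a different mouse. The recovery mice were killed 8 weeks later than the other mice, so recovery and elapsed time cannot be separated in this design. The TAA mice were killed within days of the last injection, so fibrosis and recent injury by TAA cannot be separated either. The labels named no sequencing batch. The mRNA libraries of the study were not analysed here.

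The authors extracted total RNA with TRIzol, prepared the libraries with a ligation-based small RNA kit (NEBNext) and sequenced them as single-end reads on an Illumina instrument. They filtered the reads with their own scripts, mapped them to the mouse genome (mm10) and to the mature miRNAs of miRBase with Bowtie, and deposited a table with 1 row per mature miRNA. This table held 2 values per sample. The first was the read count, a whole number that the authors had not normalized. The second was the value the authors called TPM, and in the deposited table it equalled the count divided by the sum of the column and multiplied by 1000000, with a largest difference of 5e-05 and no term for length. The table listed 1140 rows, of which 1106 carried names of known mouse miRNAs and 34 were predicted by the authors' pipeline. Predicted rows held at most 0.00439% of the counts of any sample. The handling of reads that match several miRNAs, and of the strand of a read, was not stated. The authors tested pairs of groups with DESeq2 and called a miRNA differentially expressed at a false discovery rate (FDR) below 0.05 and a fold change of at least 2.

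How the counts were made bears on the values. In 17 pairs of rows the counts differed by less than 2% of the row total (pairs with a total of at least 20 counts), and 5 of these pairs were identical. The most abundant pair was mmu-miR-122-5p and mmu-miR-122b-3p, whose hairpins overlap in the genome. The values of these pairs cannot be assigned to either member and are uncertain. Because a few miRNAs took most of the counts, a change in these miRNAs also shifts every value that is expressed relative to the library total, including the deposited TPM.

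The comparisons were made on the deposited counts with edgeR (version 4.0.16, R 4.3.3). Each comparison used the 6 samples of its groups. Rows with low counts were removed with filterByExpr (minimum count 10), library sizes were scaled by TMM factors, and the quasi-likelihood F test (glmQLFit and glmQLFTest) was applied without covariates. TMM assumes that most miRNAs do not change between libraries. The p-values were adjusted with the Benjamini-Hochberg method, and all FDR values below come from this test. A differentially expressed miRNA (DEM) had an FDR below 0.05 and a fold change of at least 2 in either direction. The standard error (SE) of a log2 fold change was approximated as its size divided by the square root of the F statistic. A reversed DEM was a DEM of TAA vs control that was also a DEM in the opposite direction in recovery vs TAA. Counts per 1000000 counts (CPM) are scaled by TMM factors over the 9 samples and are given as mean ± SD (n = 3). For the miRNAs raised or lowered by TAA, the mean of log2(CPM + 1) over the list was computed for each sample, and recovery was compared with control by an exact two-sided permutation test. With 3 samples against 3 the smallest p-value of this test is 0.1, so no comparison of this kind can pass 0.05.

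The groups, tests, thresholds and alternatives were fixed before the data were examined, except where a choice is said to have been made later. For the miRNAs named below, a list and a rule were also fixed beforehand. The list holds 14 miRNAs that the study's text names, and mmu-miR-122-5p with mmu-miR-122b-3p. For each comparison the rule takes the 4 highest and 4 lowest log2 fold changes among eligible DEMs. Eligible DEMs had a mean of at least 10 CPM over the samples compared and no overlap between the sample values of the groups. The miRNAs taken by the rule were thus selected on their values in these data. The main test was edgeR in place of DESeq2, which was run as an alternative (version 1.42.0). The other alternatives were another scaling (size factors of DESeq2, or library totals), limma (version 3.58.1) on log2(TPM + 1), other filters and thresholds, a fit of all 9 samples, merging of near-identical rows, removal of mmu-miR-122-5p and mmu-miR-122b-3p, the replicate number as a block, and the removal of each replicate in turn. Replicate numbers come from the sample titles and are shared between groups, but mice with the same number are different animals.

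Positions of miRNA hairpins were taken from GENCODE release M21 of the mouse genome build GRCm38, which is the build the authors mapped to as mm10. Hairpin genes were found by name for 1032 of the 1106 known miRNAs, and 979 of these had a single hairpin gene. Only to place the pairs of rows with nearly the same counts were RefSeq positions on GRCm38 used, with GENCODE where RefSeq had none. Python (3.11.15) with pandas (2.3.3), numpy (2.4.6), scipy (1.17.1) and matplotlib (3.10.9) was used for the remaining steps.

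The edgeR procedure was tested on simulated data with 200 rows changed 4-fold. Of the 199 changed rows among the 376 tested, 197 (99%) were called, and 5 of the 202 calls (2.5%) fell on unchanged rows. With nothing changed, 0 of 368 rows were called. In the simulation equal numbers of rows were raised and lowered, the most abundant rows were left unchanged, and all rows shared a single dispersion. It therefore does not test the scaling where abundant miRNAs change, as they do in these data. The total count per sample ranged from 9071847 to 12983378, so that 3 counts, taken as the detection floor, correspond to 0.231 to 0.331 TPM. Reads carried no molecular identifiers, and floors and counts cover counting error only.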

Results

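To describe hepatic miRNA expression in TAA-induced fibrosis and after TAA withdrawal, mature miRNAs were counted in the livers of 9 mice, 3 per group. The total count was 12983378, 10264141 and 9949711 in control replicates 1 to 3, 11320110, 9071847 and 9166480 in TAA replicates 1 to 3, and 12211930, 12271098 and 12462838 in recovery replicates 1 to 3. Between 631 and 828 rows had at least 1 count in a sample. The TAA samples had 806, 819 and 828 such rows, more than any control sample (663, 634 and 631) or recovery sample (675, 708 and 722). Pearson's r of log2(TPM + 1) across miRNAs, which are not independent replicates, was at least 0.979 between replicates of a group. No replicates agreed within sampling noise, so each sample was used as 1 replicate.

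A few miRNAs took most of the counts. The 5 most abundant rows of each sample held 80.4% ± 0.595 (SD, n = 3) of the counts in the control group, 71.6% ± 2.86 in the TAA group and 78.7% ± 2.02 in the recovery group. mmu-miR-21a-5p held 20.6% ± 2.54 in the control group, 35.1% ± 2.81 in the TAA group and 21.01% ± 2.44 in the recovery group, and it is given here for its abundance, outside the rule for named miRNAs. On the TMM scale used below the direction was the opposite, with a log2 fold change of -0.36 in TAA vs control (FDR 0.0359). mmu-miR-122-5p, the main miRNA of hepatocytes, is encoded at chromosome 18, 65248861 to 65248926 (GRCm38), in an exon of the lincRNA AC157910.3. Its share was 20.3% ± 1.05 in the control group, 11.3% ± 0.675 in the TAA group and 19.7% ± 3.86 in the recovery group. The TAA values lay below all control and recovery values, with exact two-sided permutation p-values of 0.1 for TAA vs control and 0.1 for recovery vs TAA, the smallest that 3 against 3 samples allow. Control and recovery overlapped (exact permutation p = 0.8). A nearly identical share was counted for mmu-miR-122b-3p, and without that row in the total the share of mmu-miR-122-5p was 25.5%, 12.8% and 24.8% in the control, TAA and recovery groups.

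**Figure D1:**
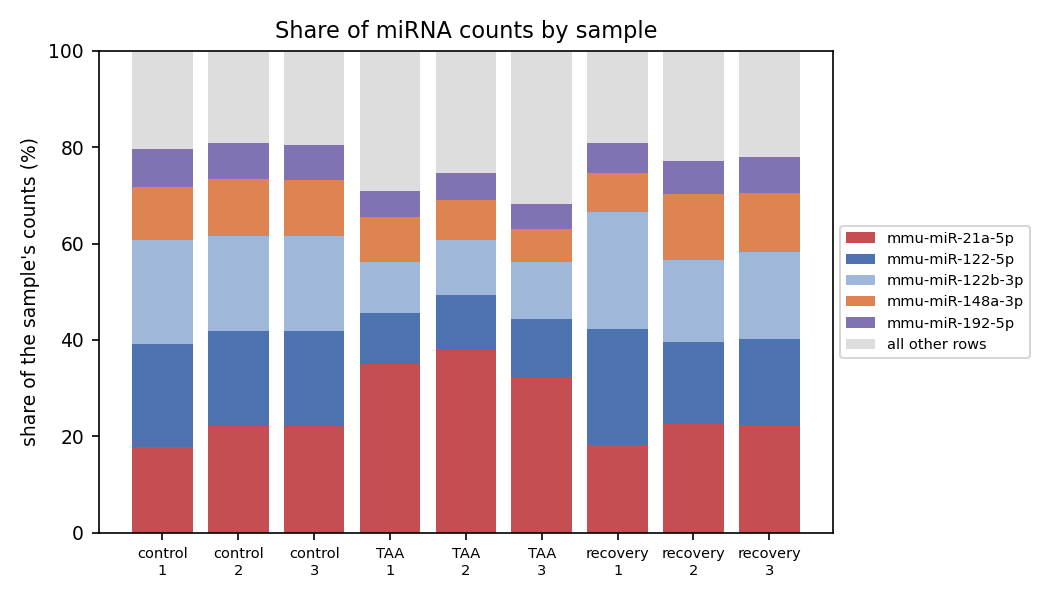
Share of the counts of each sample (vertical axis, percent) taken by 5 abundant miRNAs and by all other rows (stacked colours), for the 9 samples on the horizontal axis. The share of mmu-miR-21a-5p was 32.3% or more in each TAA sample and at most 22.6% in each control and recovery sample, and the share of mmu-miR-122-5p was at most 11.97% in the TAA samples and at least 17.0% in the others.

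The scaling factors also differed between the groups. TMM factors were 0.738 to 0.792 in the control group, 1.433 to 1.633 in the TAA group and 0.766 to 0.887 in the recovery group. Compared with TMM, scaling by library totals, as in the deposited TPM, moved the median log2 fold change by 1.12 in TAA vs control, by -0.86 in recovery vs TAA and by 0.19 in recovery vs control. The changes below are relative to the TMM scale unless another scale is named. On this scale 245 of the 420 miRNAs tested in TAA vs control had an FDR below 0.05. The assumption of TMM that most miRNAs do not change is therefore in doubt for that comparison.

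The comparison of TAA with control asked which miRNAs differed in the fibrotic liver shortly after the last TAA injection. Of 420 miRNAs tested, 175 were DEMs, with 105 up-regulated and 70 down-regulated in the TAA group, and 172 of these had no overlap between the sample values of the groups. Of the alternatives with all samples, a filter of at least 10 CPM on the mean moved this count most, to 85. Under library totals 245 miRNAs were called, with 241 up-regulated and 4 down-regulated, so that 98.4% of the calls were up-regulated against 60% under TMM. Among the DEMs chosen by the rule, mmu-miR-218-5p increased most, from 13.2 ± 0.957 CPM in the control group to 299.5 ± 115 CPM in the TAA group (log2 fold change 4.40, SE 0.27, FDR 4.61e-05). It is encoded in introns of Slit2 (chromosome 5, 48223942 to 48224051) and Slit3 (chromosome 11, 35616816 to 35616925). It was followed by mmu-miR-434-5p (3.51), mmu-miR-434-3p (3.46) and mmu-miR-127-3p (3.34), with FDR values of 0.00142, 0.00195 and 0.000967. The largest decrease by the rule was that of mmu-miR-592-5p, from 33.7 ± 7.32 to 4.12 ± 0.63 CPM (log2 fold change -3.12, SE 0.23, FDR 0.000104). It is encoded at chromosome 6, 27936655 to 27936750, and overlaps an annotated exon of Grm8. mmu-miR-29c-3p fell by 2.19 and mmu-miR-122-5p by 1.96 on the log2 scale, the latter with an FDR of 7.23e-07.

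Comparison of the recovery group with the TAA group asked which miRNAs changed after TAA withdrawal. Of 440 miRNAs tested, 109 were DEMs, with 45 up-regulated and 64 down-regulated in the recovery group. A test against a fold change of 2 (glmTreat) gave 38 DEMs, the lowest count among the alternatives with all samples. Under library totals the count was highest, with 207 miRNAs called, 4 up-regulated and 203 down-regulated, so that 1.9% of the calls were up-regulated against 41.3% under TMM. Under the rule mmu-miR-592-5p had the highest log2 fold change, with 48.98 ± 15.9 CPM in the recovery group (3.55, SE 0.31, FDR 0.000283). It was followed by mmu-miR-29c-3p (1.94), mmu-miR-455-3p (1.92) and mmu-miR-365-3p (1.79), with FDR values of 0.000593, 0.00054 and 0.000444. Among the DEMs chosen by the rule the lowest value was that of mmu-miR-218-5p, which returned to 13.7 ± 5.06 CPM (log2 fold change -4.46, SE 0.38, FDR 0.000283). mmu-miR-34a-5p (-2.52, FDR 0.00013), mmu-miR-34c-5p (-2.28, FDR 0.000429) and mmu-miR-370-3p (-2.17, FDR 0.0136) were next by the same rule, which leaves out DEMs with a mean under 10 CPM such as mmu-miR-344d-3p, described below.

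Of the 175 DEMs of TAA vs control, 92 (52.6%) were reversed in the recovery group. These comprised 50 of the 105 up-regulated DEMs (47.6%) and 42 of the 70 down-regulated DEMs (60%). Among the alternatives with all samples, the number of reversed DEMs was highest under library totals, with 187, and lowest in a test against a fold change of 2, with 35. With DESeq2 it was 102, of which 52 were up-regulated and 50 down-regulated in the TAA group. Both comparisons share the TAA samples, so a high or low value of the TAA group enters each of them in opposite directions. Only 1 miRNA was a DEM in the same direction in both comparisons, mmu-miR-376b-3p (log2 fold changes 1.63 and 1.81), which is named after its values were seen.

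The study followed up 4 key miRNAs. By qRT-PCR scaled to a reference RNA, it reported these miRNAs as significantly higher in recovery than in TAA livers. Those measurements were not analysed here, and the values that follow come from the sequencing counts. mmu-miR-1843a-5p (chromosome 12, 80391613 to 80391677, in an intron of Dcaf5 and overlapping the scaRNA gene Scarna3b) was measured at 489.9 ± 25.2 CPM in the control group, 166.0 ± 17.5 in the TAA group and 423.3 ± 31.2 in the recovery group. mmu-miR-193a-5p (chromosome 11, 79711969 to 79712034, outside annotated host genes) was measured at 12.9 ± 0.675, 3.44 ± 0.518 and 12.6 ± 3.46 CPM in the same order. For mmu-miR-194-2-3p (chromosome 19, 6264643 to 6264728, outside annotated host genes) the levels were 39.9 ± 0.744, 12.1 ± 1.19 and 34.3 ± 5.39 CPM. For mmu-miR-30c-2-3p (chromosome 1, 23291701 to 23291784, in an exon of the lincRNA Gm27028) they were 178.1 ± 3.24, 71.4 ± 6.47 and 171.4 ± 16.6 CPM. In TAA vs control their log2 fold changes were -1.65 (SE 0.13, FDR 0.000114), -1.99 (SE 0.21, FDR 0.000286), -1.81 (SE 0.17, FDR 0.00016) and -1.41 (SE 0.12, FDR 0.000114), respectively. In recovery vs TAA they were 1.33 (SE 0.15, FDR 0.00054), 1.85 (SE 0.28, FDR 0.00205), 1.48 (SE 0.22, FDR 0.0019) and 1.24 (SE 0.14, FDR 0.000593). In recovery vs control none of the 4 was a DEM, with log2 fold changes of -0.25, -0.07, -0.26 and -0.09, and 1 of them, mmu-miR-1843a-5p, had an unadjusted p-value below 0.05 (FDR 0.19). All 4 calls in the first 2 comparisons depended on the scaling. Under library totals 0 of 4 were DEMs in either comparison, since their log2 fold changes became -0.53, -0.87, -0.68 and -0.29 in TAA vs control (FDR 0.00689 to 0.0416) and 0.47, 0.97, 0.61 and 0.37 in recovery vs TAA (FDR 0.0118 to 0.046), in the order given above.

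**Figure D2:**
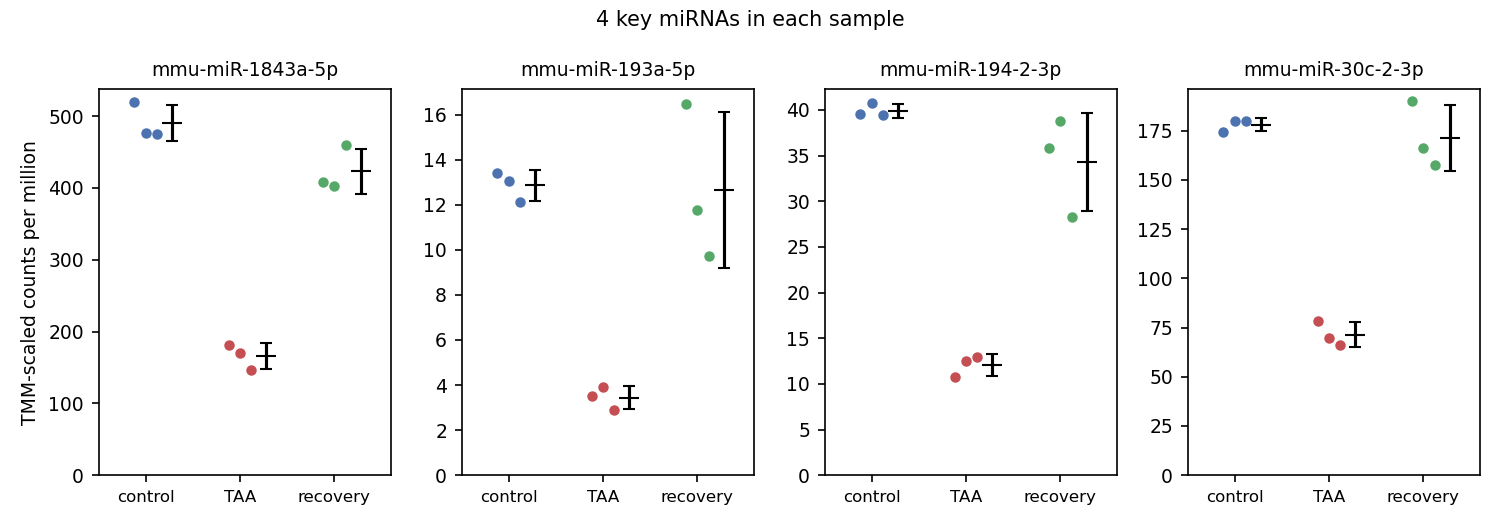
TMM-scaled CPM (vertical axes, starting at 0) of the 4 key miRNAs in each sample of the control, TAA and recovery groups. Points are samples, and black marks with bars are the mean ± SD (n = 3). On this scale each TAA sample lies below all control and recovery samples for each of the 4 miRNAs.

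All 14 miRNAs named in the study were DEMs in TAA vs control, both with the FDR over all tested miRNAs and with the FDR over these 14 alone. In recovery vs TAA 12 of them were DEMs under either adjustment. The remaining ones, mmu-miR-378a-3p (log2 fold change 0.96, FDR 0.00106) and mmu-miR-122-3p (0.99, FDR 0.0024), stayed below a fold change of 2. Since the study chose these miRNAs from the same data, these counts do not measure stability. mmu-miR-344d-3p had 1, 0 and 0 counts in the control samples, 107, 114 and 116 in the TAA samples, and 4, 3 and 0 in the recovery samples. With the control samples at or under the floor of 3 counts, it was at least 18.4-fold higher in the TAA group, and in recovery vs TAA its log2 fold change was -4.99 (SE 0.58, FDR 0.000643). It was matched to 3 hairpin genes on chromosome 7 (Mir344d-1, Mir344d-2 and Mir344d-3), so the counts cannot be assigned to one of them. mmu-miR-199a-3p, mmu-miR-214-3p and mmu-miR-200a-5p were up-regulated in the TAA group (log2 fold changes 1.66, 2.003 and 2.90) and down-regulated in recovery vs TAA (-1.23, -1.64 and -2.05). mmu-miR-139-5p, mmu-miR-455-3p and mmu-miR-193a-3p changed in the opposite way, with -1.34, -1.91 and -1.76 in TAA vs control and 1.26, 1.92 and 1.65 in recovery vs TAA. In recovery vs control 13 of the 14 were tested and 0 were DEMs, while 2 had an FDR below 0.05 with a fold change under 2 (mmu-miR-199a-3p, FDR 0.0147, and mmu-miR-200a-5p, FDR 0.0164) and 4 had an unadjusted p-value below 0.05.

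The comparison of recovery with control asked which differences from control were left 8 weeks after the last course of TAA. Of 391 miRNAs tested, 44 were DEMs, with 41 up-regulated and 3 down-regulated in the recovery group, and 44 had no overlap between the groups. A filter of at least 10 CPM on the mean gave 13 DEMs. Under library totals 49 miRNAs were called (47 up-regulated and 2 down-regulated). The 4 highest log2 fold changes chosen by the rule were those of mmu-miR-299a-3p (3.42, FDR 3.42e-05), mmu-miR-411-3p (3.30, FDR 3.62e-05), mmu-miR-409-3p (3.24, FDR 3.42e-05) and mmu-miR-381-3p (3.20, FDR 0.000109). mmu-miR-451a was the only down-regulated DEM to pass the rule, with 961.9 ± 272 CPM in the control group and 477.6 ± 161 CPM in the recovery group (log2 fold change -1.05, SE 0.26, FDR 0.0192), and under library totals it was no longer a DEM (-0.84, FDR 0.0701). The other down-regulated DEMs were mmu-miR-205-5p and mmu-miR-363-3p, which are named after their values were seen.

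Most of these DEMs shared a genomic region, which was singled out after the values were seen. The hairpins of 89 listed miRNAs lie on chromosome 12 between the start of Meg3 (109541001) and the end of Mirg (109749460), a region that also holds the non-coding gene Rian and, on the opposite strand, Rtl1. Of the 40 miRNAs of this region tested in recovery vs control, 38 were up-regulated DEMs, and 3 up-regulated DEMs lay elsewhere or had no known position. In TAA vs control 40 of the 41 tested were up-regulated DEMs. In recovery vs TAA 1 was up-regulated and 4 were down-regulated among the 46 tested, and under library totals 0 were up-regulated and 17 down-regulated. The median log2 fold change over the tested miRNAs of the region was 3.13 in TAA vs control, -0.07 in recovery vs TAA and 3.09 in recovery vs control. Under library totals these medians were 4.23, -0.94 and 3.28. The summed CPM of the 40 miRNAs was 227 ± 83.4 in the control group, 1949 ± 836 in the TAA group and 1988 ± 479 in the recovery group. Of the 65 up-regulated DEMs of TAA vs control outside the region 46 were reversed, against 4 of 40 in the region.

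**Figure D3:**
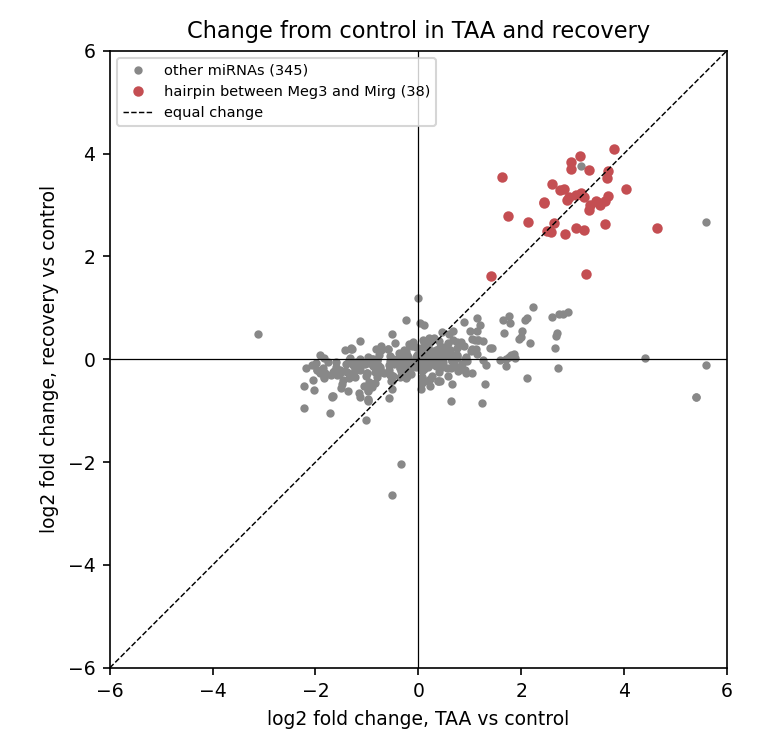
log2 fold change in TAA vs control (horizontal axis) and in recovery vs control (vertical axis) for the 383 miRNAs tested in both comparisons. The 38 miRNAs with a hairpin between Meg3 and Mirg (red) lie above 1 on both axes, while most of the 345 others (grey) lie near 0 on the vertical axis; the dashed line marks equal change.

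**Figure D4:**
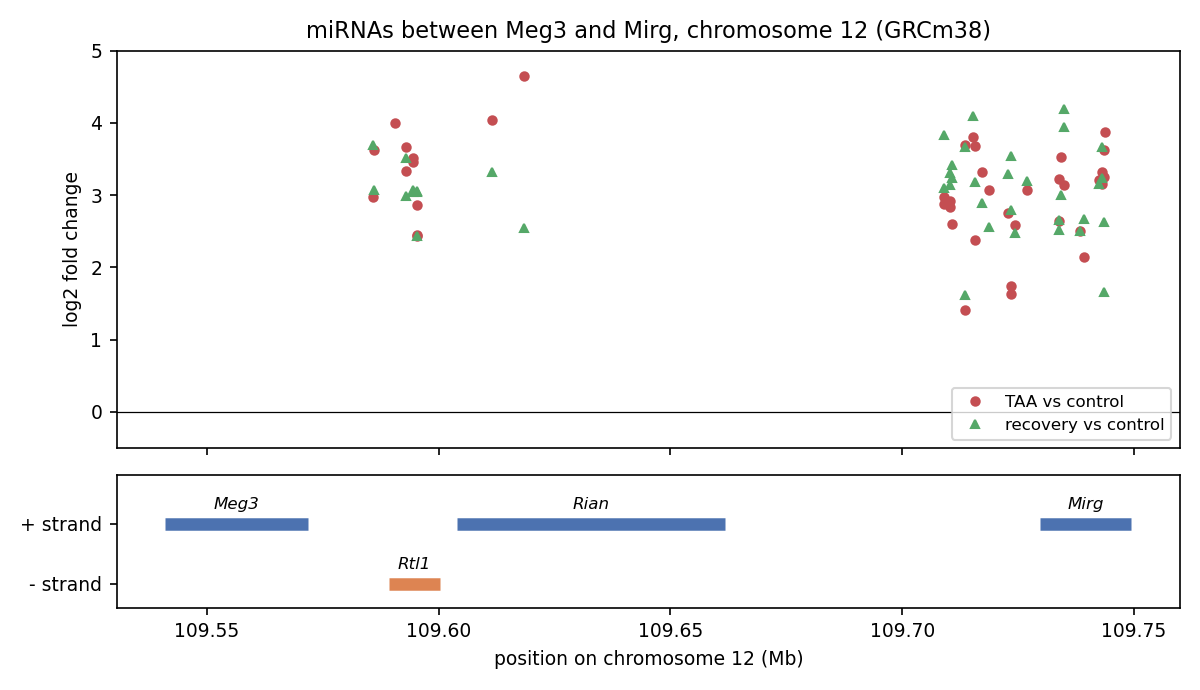
log2 fold change (vertical axis) against hairpin position in Mb on chromosome 12 of GRCm38 (horizontal axis) for the tested miRNAs between Meg3 and Mirg, in TAA vs control (circles) and recovery vs control (triangles), with the annotated genes by strand beneath. Points of both comparisons lie above 0 along the whole region, with medians of 3.13 and 3.09.

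The level left after withdrawal was measured for the miRNAs changed by TAA. Over the 105 miRNAs raised in the TAA group, the mean log2(CPM + 1) exceeded the control mean by 1.81 ± 0.17 in the TAA group and by 1.01 ± 0.13 in the recovery group (SD, n = 3). All recovery samples lay above all control samples (exact two-sided permutation p = 0.1, the smallest possible). For the 65 of these miRNAs outside the region between Meg3 and Mirg the recovery value was 0.32 ± 0.06 (exact permutation p = 0.1). Over the 70 miRNAs lowered in the TAA group, the difference from control was -1.25 ± 0.06 in the TAA group and -0.17 ± 0.09 in the recovery group (exact permutation p = 0.1). The control samples also define these lists. When each control replicate in turn was kept out of the list and used alone as the reference, the recovery values were 1.01 and -0.15. A pseudocount of 0.1 moved the value of the raised list to 1.43, and under library totals the value of the lowered list was -0.04.

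**Figure D5:**
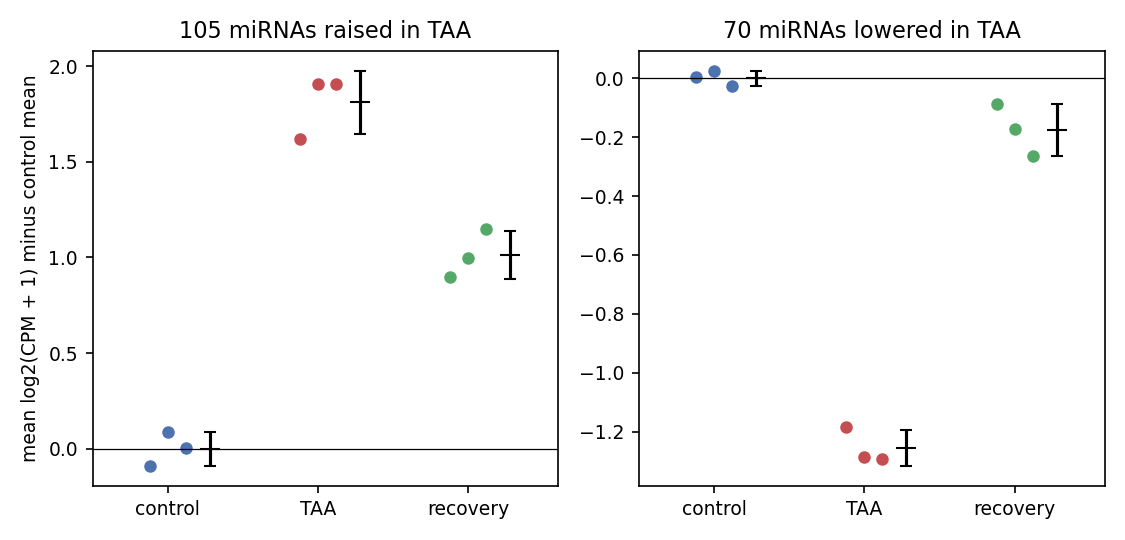
Mean log2(CPM + 1) minus the control mean (vertical axes) in each sample for the 105 miRNAs raised (left) and the 70 miRNAs lowered (right) in the TAA group. Points are samples and black marks with bars are the mean ± SD (n = 3); recovery lies at 1.01 for the raised list and at -0.17 for the lowered list, with control at 0.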

Values the study reported

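With the thresholds of FDR below 0.05 and a fold change of at least 2, the study reported 206 DEMs in TAA vs control mice. It described 102 of these as reversed in the recovery group, of which 53 were raised and 49 lowered in the fibrotic liver. In recovery vs TAA the study gave mmu-miR-592-5p the highest increase, with a fold change of 10.67, and mmu-miR-344d-3p the highest decrease, with a fold change of 18.96.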

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

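The scaling had a strong effect on direction. Under library totals the DEMs numbered 245 in TAA vs control (241 up-regulated, 4 down-regulated, against 105 and 70 under TMM), 207 in recovery vs TAA (4 and 203, against 45 and 64), and the reversed DEMs 187, of which 185 were raised in the TAA group. Of these calls, 109, 68 and 52 were shared with those under TMM. limma on log2(TPM + 1), which uses the same scale, gave 213, 159 and 149, and the key miRNAs called fell from 4 to 0 in TAA vs control and in recovery vs TAA under both alternatives. The residual of the lowered list was -0.044 under library totals. The size factors of DESeq2 in edgeR gave 181, 112 and 44 DEMs in the 3 comparisons, with 170, 105 and 44 shared, and the DESeq2 test gave 189, 118 and 47, with 102 reversed.

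A filter of at least 10 CPM on the mean gave 85, 60 and 13 DEMs in TAA vs control, recovery vs TAA and recovery vs control, and 55 reversed DEMs. Without a filter on low counts there were 209, 139 and 55 DEMs and 110 reversed. With the FDR alone the count was 245 in TAA vs control, 172 in recovery vs TAA and 154 for reversed DEMs. A test against a fold change of 2 gave 104 in TAA vs control, 38 in recovery vs TAA and 35 reversed. Removal of the miRNAs between Meg3 and Mirg, an alternative chosen after seeing the data, left 5 DEMs in recovery vs control, and removal of the predicted rows, also chosen later, left 173, 109 and 43 DEMs. A fit of all 9 samples, the merging of near-identical rows and the removal of mmu-miR-122-5p with mmu-miR-122b-3p kept the DEM and reversed counts within 1.5 times those reported.

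For the residual of the raised list a pseudocount of 0.1 gave 1.43 and removal of the reversed DEMs from the list 1.63, the latter for the lowered list -0.29. The removal of reversed DEMs uses the recovery values themselves, so it enlarges the residual by construction and shows no dependence on the processing. The share of mmu-miR-122-5p in the control, TAA and recovery groups was 25.5%, 12.8% and 24.8% without mmu-miR-122b-3p in the total, and 34.3%, 14.7% and 33.5% as a ratio to the counts of all other miRNAs.

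With the replicate number as a block, 178, 106 and 44 DEMs were called in TAA vs control, recovery vs TAA and recovery vs control, with 92 reversed. The mean correlation of the deviations of same-numbered samples was -0.097, 0.082 and -0.062, and these samples are different mice.

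In the fits that each left out one replicate, the DEMs ranged from 158 to 187 in TAA vs control, from 93 to 132 in recovery vs TAA and from 37 to 46 in recovery vs control, and the reversed DEMs from 81 to 115. The residual ranged from 0.93 to 1.15 for the raised list and from -0.22 to -0.13 for the lowered list. The sign of 4 differences of recovery vs control close to 0 changed in some of these fits, with log2 fold changes from -0.281 to 0.075 for mmu-miR-193a-5p, from -0.324 to 0.192 for mmu-miR-193a-3p, from -0.093 to 0.004 for mmu-miR-139-5p and from -0.055 to 0.174 for mmu-miR-455-3p. The 4 key miRNAs remained DEMs in each of these fits of TAA vs control and of recovery vs TAA.

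Among the named miRNAs, 5 non-significant differences of recovery vs control changed sign under library totals and limma. These were mmu-miR-193a-5p (0.099 and 0.079), mmu-miR-30c-2-3p (0.084 and 0.084), mmu-miR-139-5p (0.169 and 0.168), mmu-miR-193a-3p (0.14 and 0.11) and mmu-miR-122-3p (0.061 and 0.063). The sign of mmu-miR-139-5p also changed under the filter of 10 CPM (0.056), in the fit of all 9 samples (0.022) and without mmu-miR-122-5p and mmu-miR-122b-3p (0.025), and that of mmu-miR-193a-5p under the filter (0.001). Of 63 single-miRNA results, 21 became weaker and 1 stronger under library totals, and 0 became weaker and 2 stronger under DESeq2. In the fit of all 9 samples 1 became weaker and 1 stronger. Under the filter of 10 CPM 2 of 55 became weaker and 0 stronger. In the fits that each left out one replicate, 4 of 378 results became weaker and 9 stronger. Apart from scaling, the cause of these shifts was not tested.

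Depth limits the miRNAs near the floor of 3 counts, and mmu-miR-344d-3p was not tested in recovery vs control for this reason.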

Other observations

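Of the tests in this part, those on library depth, shared reads and GC content for the miRNAs between Meg3 and Mirg, and on abundant rows and scaling, were set down before their values were seen; the others were chosen after the result was seen. The patterns themselves were noticed in these data.

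The fold change of mmu-miR-344d-3p in recovery vs TAA was 31.8 here. That is higher than the value quoted from the study above. With 4, 3 and 0 counts in the recovery samples, at or near the floor of 3 counts, the size of this fold change is poorly determined.

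Skeletal-muscle miRNAs were high in a single TAA sample. mmu-miR-1a-3p had 67184 counts in TAA replicate 3 and 73 to 488 counts in the other 8 samples, and mmu-miR-133a-3p had 2281 against 3 to 14. mmu-miR-133a-5p (107 counts) and mmu-miR-133b-3p (100 counts) had 0 counts in the other 8, and mmu-miR-206-3p had 943 against 3 to 50. The 5 miRNAs of the muscle list held 0.77% of the counts of this sample and at most 0.0039% of any other. All 5 of them were at least 10-fold above each of the other samples. Heart RNA was set against this, and the highest fold of a heart-list miRNA (mmu-miR-208b-3p or mmu-miR-499-5p) over the other samples was 1.41. The total count of the sample was 0.779 times the median of the others, so depth does not account for the pattern. An effect of TAA on the liver was not borne out either, as 0 of the 5 miRNAs lay above all control samples in both other TAA replicates. A candidate explanation is therefore skeletal-muscle tissue, such as diaphragm or body wall, in this sample, although these counts cannot show how it entered. A scan for miRNAs with at least 100 counts and at least 10-fold above all other samples found 6 in TAA replicate 3, namely the 5 above and mmu-miR-1b-5p, which shares its counts with mmu-miR-1a-3p. It found 2 in TAA replicate 1 (mmu-miR-196b-5p and mmu-miR-1983) and 0 in the other 7 samples. Without TAA replicate 3 there were 159 DEMs in TAA vs control, of which 145 were shared with those from all replicates.

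The miRNAs between Meg3 and Mirg were raised above control in both the TAA and the recovery group. Their mean log2(CPM + 1) exceeded the control mean by 1.39, 2.57 and 2.41 in TAA replicates 1 to 3 and by 2.01, 2.09 and 2.48 in recovery replicates 1 to 3. Scaling does not account for this, since their median log2 fold change in recovery vs control was 3.28 under library totals. Depth was tested by thinning all libraries to the smallest total, after which 36 of them were called up-regulated. Shared reads were tested by removal of near-identical rows and of the miR-376, miR-299 and miR-3071 families, and the median over the remaining 32 was 3.09. After subtraction of the trend with hairpin GC content among the other miRNAs it was 3.18 (93.1% of the tested miRNAs had a GC value). Muscle RNA would raise the muscle list, whose median difference between recovery and control was -0.011 on the log2(CPM + 1) scale. This median rests on members near or under the floor in these samples, except mmu-miR-1a-3p, which had 488, 276 and 134 counts in control replicates 1 to 3 and 73, 215 and 385 in recovery replicates 1 to 3. Brain RNA would raise the brain list, of which 2 of 5 members, mmu-miR-9-5p and mmu-miR-128-3p, had a mean of at least 10 counts over all samples. Their median difference was -0.021 between recovery and control and 0.522 between TAA and control, where mmu-miR-9-5p itself was an up-regulated DEM in the edgeR test (log2 fold change 1.03, FDR 0.0395). Elapsed time alone would leave the TAA mice, killed at the same week as control mice, at the control level, but the median log2 fold change in TAA vs control was 3.13. The labels name no batch, and the comparison rests on a single set of 3 control mice, whose values ranged from -0.25 to 0.28, below all 6 other samples. If it holds in other control mice, a lasting change in expression of the whole region after TAA may be worth testing, for example in the mRNA libraries through Meg3, Rian and Mirg.

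A predicted row of the table, number 370 among those predicted, had 1, 4 and 0 counts in the control samples, 17, 36 and 36 in the TAA samples and 23, 30 and 39 in the recovery samples, a profile like that of the miRNAs between Meg3 and Mirg. Its sequence and position were not used here. The other up-regulated DEMs of recovery vs control outside the region were mmu-miR-200a-3p (log2 fold change 1.01, FDR 0.00026) and mmu-miR-582-3p (2, 3 and 3 counts in the control samples, at or under the floor, and 14, 26 and 27 in the recovery samples, FDR 0.00279), with edgeR's quasi-likelihood test.

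mmu-miR-451a, a red-cell miRNA, was lower in the recovery group than in the control group. Under TMM it was also a down-regulated DEM in TAA vs control (edgeR log2 fold change -1.71, SE 0.31, FDR 0.00273). Its mean level was 961.9 ± 272 CPM in the control group, 313.2 ± 116 in the TAA group and 477.6 ± 161 in the recovery group. The other red-cell miRNAs tested (mmu-miR-144-3p, mmu-miR-144-5p and mmu-miR-486a-5p) had a median difference of -0.75 between recovery and control on the log2(CPM + 1) scale, and of -0.60 under library totals. Between TAA and control the median difference of these other miRNAs was -0.97 under TMM and 0.04 under library totals. No direction is therefore given for them in the TAA group. Less blood in the recovery livers at sampling is a candidate explanation for the decrease of mmu-miR-451a in recovery vs control. On the TMM scale this decrease was not specific to the recovery group. A difference in red-cell production between groups would give the same values and was not tested.

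The rows with nearly the same counts may come from reads counted without regard to strand. Of the 17 pairs, 10 had hairpins that overlap at one place in the genome, 2 had hairpins that lie apart, 1 was formed by both arms of one hairpin and 4 had a row that was not placed. The second rows of these pairs held 20.5% ± 1.06 (SD, n = 3) of the counts in the control group, 11.96% ± 1.08 in the TAA group and 19.9% ± 3.83 in the recovery group, and these counts are part of each library total. How many of them are double counts was not tested.

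The dependence of the direction on the scaling was followed further. Without the 5 most abundant rows, library totals still gave 85.8% up-regulated calls in TAA vs control, compared with 98.4% with these rows and 60% under TMM. A few abundant rows are thus not the whole source of the difference, and no spiked-in standard was used here that would show which scale is closer to the amount of miRNA per cell.

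The groupings were compared with other splits of the same samples. In each of TAA vs control, recovery vs TAA and recovery vs control, 1 of the 4 splits that, like the real one, put same-numbered samples in different groups gave as many DEMs as the real split. This was the real split itself, and the others gave 0. The 6 further splits of each comparison part a single same-numbered pair and also gave 0 DEMs. With so few splits the share cannot fall under 0.05. For the reversed DEMs 3 of 100 splits drawn gave as many as the real 92, the real one included, and the highest, 94, came from a split that left the TAA group intact and mixed control with recovery samples.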
